A study of Homo sapiens with 9 samples. Its data were reported in "Ago2/CAV1 interaction potentiates metastasis via controlling Ago2 localization and miRNA action" (2024).

How the data were processed

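Small RNAs were measured with Affymetrix GeneChip miRNA 4.0 arrays, which carry probe sets for human mature miRNAs, their hairpin precursors, and small nucleolar and small Cajal-body RNAs. The cells were A549, a human lung adenocarcinoma line, in which the AGO2 gene had been knocked out and a tagged AGO2 put back. The re-expressed protein was wild type (Wt), a form with a lysine replaced by alanine (KA), or a form lacking the motif that binds caveolin-1 (Dm). There were 9 arrays in 3 groups, 3 per group, and the groups were taken from the sample labels. The replicates are not stated to be separate cultures, so p-values measure only the spread between these samples. Each form was carried by its own cell line, so the AGO2 form cannot be told apart from other differences between the lines.

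The authors deposited per-array values on the log2 scale, made by RMA (background correction, quantile normalization and a summary per probe set) in Expression Console 1.3.1. The labels also name Partek, without a version. The authors deposited a comparison table as well, with a robust group average, a detection call per group, a signed linear fold change, which is a score where a fall is minus the inverse ratio, and a p-value with its FDR. The test behind the deposited p-value is not stated, nor is the rule that turns 3 arrays into 1 detection call. The per-array values of all 2578 human mature miRNAs were identical in both deposited tables. No genome build is given, so no coordinates are reported. Arrays have no read depth, and their number, 3 per group, limits the precision.

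Of the 2578 mature miRNAs, 923 were tested, namely those with the authors' detection call in at least 1 of the 3 groups. A single limma 3.58.1 fit in R 4.3.3 held all 9 arrays with 1 mean per group, and empirical Bayes moderation with prior degrees of freedom of 2.99. It gave KA minus Wt, Dm minus Wt and Dm minus KA as log2 differences with 2-sided tests, each adjusted by Benjamini-Hochberg over the miRNAs tested. A miRNA is said to have risen or fallen only when its adjusted p was under 0.05. In Dm minus KA the words higher and lower are used for the same calls. A nominal threshold, an unadjusted p under 0.05 with a fold over 1.5, was counted from the same fit. The paper gives that pair for its peptide-treated arrays and the fold alone for the mutants, so the fold alone was counted too. Where a miRNA lacked the detection call in 1 of the compared groups its fold is given as "at least", since the level in that group is no more than background. Such a value is fitted and still carries sampling error, and no fold is given where both groups lacked it.

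Lists of miRNAs were written before the data were examined, as were the tests, their thresholds, the alternatives and the rule for naming miRNAs. The 28 lists cover families and clusters, mirtrons, Ago2-dependent miRNAs, lung-tumour oncomiRs, miRNAs of other cell types and the 4 miRNAs the study names. The 20 lists with at least 3 tested members were tested with limma's camera at a preset inter-gene correlation of 0.01, with both arms of each miRNA as members. The last list was chosen partly on these samples, so it is not independent evidence. No list call in any of the comparisons held with an estimated correlation. In each comparison some other split of the arrays called more lists than the real groups did. Arm ratios are the 3p minus the 5p log2 value within an array, for the 100 hairpins with both arms tested. Hairpin precursors and small nucleolar RNAs were tested by the same fit, each class adjusted alone. The miRNAs named are the 4 of the study, the 10 largest called rises and 10 largest falls per mutant, 5 and 5 between the mutants, the 10 brightest in Wt, up to 4 members per called list with the smallest p, miR-451a, miR-486-5p and miR-21-5p, and the 5 arm ratios with the smallest adjusted p. Where others are named, they were chosen after their values were seen.

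The sharing of Wt arrays by both mutant comparisons was simulated 100 times with unchanged groups. The fit was tested on simulated data of 923 miRNAs with 200 changed, in 20 runs. It recovered 66% of changes of log2 1 and 97.8% of changes of log2 2, and 3.97% of its calls were false. The simulated miRNAs varied independently, without shifts shared by a whole array, so these shares need not hold for the real arrays. Alternatives were no detection filter, detection in all 3 groups, median-centring over the tested miRNAs, quantile normalization over mature miRNAs, centring on small nucleolar RNAs, trended and robust moderation, array weights, only the 6 arrays compared, a replicate block, the methods' t-test, values damped as log2(2^value + 16), other set tests, a fold over 2, and leaving out each array in turn. Median-centring moved the median over all tested miRNAs of Dm minus Wt from -0.13 to 0.46 and that of Dm minus KA from -0.31 to 0.26. Quantile normalization moved these medians to 0.10 and -0.04. With the centring on small nucleolar RNAs they were -0.10 and -0.35. The median of KA minus Wt stayed between -0.02 and 0.10 under these scalings. Groups by sequence were planned but not analysed, as sequences were not used here. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.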

Results

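Argonaute 2 (AGO2) is the protein that holds a mature miRNA and presents it to its target mRNAs, and caveolin-1 is the scaffold protein of caveolae in the cell membrane. The study asks what becomes of miRNAs when the binding of AGO2 to caveolin-1 is reduced or lost. It used A549 lung cancer cells that lack their own AGO2 and carry a re-expressed form instead. Wild-type AGO2 (Wt), a lysine-to-alanine form (KA) and a form without the caveolin-binding motif (Dm) were each measured on 3 arrays. By the authors' calls, 789 mature miRNAs were detected in Wt, 828 in KA and 675 in Dm, with 627 detected in all 3 groups. The median level of the 923 tested miRNAs ranged from 2.90 log2 units in Dm replicate 3 to 3.92 in Wt replicate 3. Arrays of 1 group correlated at 0.975 to 0.991 across miRNAs, and arrays of different groups at 0.949 to 0.978. The first principal component held 38.3% of the variance and the next 25.9%. The number of arrays limits the precision of every value.

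The 4 miRNAs that the study singles out moved in different ways. In both mutants miR-6126 rose, from 6.52 ± 0.14 log2 units in Wt (SD, n = 3) to 7.93 ± 0.15 in KA and 7.30 ± 0.08 in Dm. The differences were 1.42 (SE 0.17, limma adjusted p = 0.00114) and 0.78 (adjusted p = 0.0117), with all 3 arrays of each mutant above all 3 of Wt. It was lower in Dm than in KA by -0.63 (adjusted p = 0.0411), but median-centring left a difference of -0.06 (adjusted p = 0.904, the highest over the alternatives). That call was also lost without Wt replicate 1 (0.0538), Wt replicate 3 (0.0527), KA replicate 1 (0.0741), KA replicate 2 (0.101), KA replicate 3 (0.175), Dm replicate 2 (0.0736) or Dm replicate 3 (0.14). Quantile normalization (0.0818), only the 6 arrays compared (0.0547), a replicate block (0.0549) and the methods' t-test (0.0539) ended it too. It held in 8 of 20 alternatives. For miR-877-5p, which is cut from an intron of its host gene by splicing, the level was 6.86 ± 0.23 in Wt, 5.96 ± 0.24 in KA and 4.48 ± 1.00 in Dm. It fell in Dm by 2.38 log2 units (SE 0.43, adjusted p = 0.00546, and 0.103 by the methods' t-test, the highest over the alternatives), while the KA difference of -0.90 (SE 0.43, adjusted p = 0.14) did not pass. The KA difference did pass in 4 of 20 alternatives: without Dm replicate 1 (adjusted p = 0.0141), with only the 6 arrays compared (0.0178), with array weights (0.0319) and by the methods' t-test (0.0406). Its adjusted p ran from 0.0141 to 0.282 over the alternatives. Dm and KA differed by -1.48 in miR-877-5p (adjusted p = 0.0571), which passed in 5 of 20 alternatives, among them without Dm replicate 1 at -2.05 (adjusted p = 0.00321), with array weights (0.00377), with trended and robust moderation (0.0163) and with centring on small nucleolar RNAs (0.0454), within 0.00321 to 0.21.

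The miR-3613 hairpin gives 2 arms of very different abundance, and on these arrays neither arm passed in either mutant. The level of miR-3613-3p was 9.19 ± 0.35 in Wt, 8.57 ± 0.13 in KA and 8.73 ± 0.68 in Dm (log2 mean ± SD, n = 3). Its KA difference was -0.62 (SE 0.33, adjusted p = 0.183, with 0.0616 to 0.388 over the alternatives). All 3 of its KA arrays lay below all 3 Wt arrays, and chance separates 3 from 3, in either direction, in 10%. Its Dm difference was -0.46 (adjusted p = 0.384, with 0.0575 to 0.826 over the alternatives), changing sign to 0.13 under median-centring. That difference was -0.85 without Dm replicate 3 and -0.22 without Dm replicate 1. For miR-3613-5p the arrays of 1 group scattered widely, at 2.44 ± 1.27 in Wt, 3.08 ± 1.78 in KA and 4.26 ± 2.85 in Dm. Its differences of 0.64 (adjusted p = 0.75) and 1.82 (adjusted p = 0.412) did not pass, each smaller than the SD of its mutant group, and the first became -0.35 without KA replicate 1 and the second 0.18 without Dm replicate 3. In the authors' deposited table miR-3613-3p has a fold change of -1.55 in KA with an FDR of 0.4529, and -1.81 in Dm with an FDR of 0.7138. The same authors' deposited table gives miR-6126 fold changes of 2.73 and 1.73, miR-877-5p -2.04 and -7.21, and miR-3613-5p -1.21 and -1.22, the last opposite in sign to the fitted differences. Of the 4 miRNAs named by the study, 1 rose in KA (1 when adjusted over the list alone) and 1 rose and 1 fell in Dm (2 called when adjusted over the list alone).

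**Figure D1:**
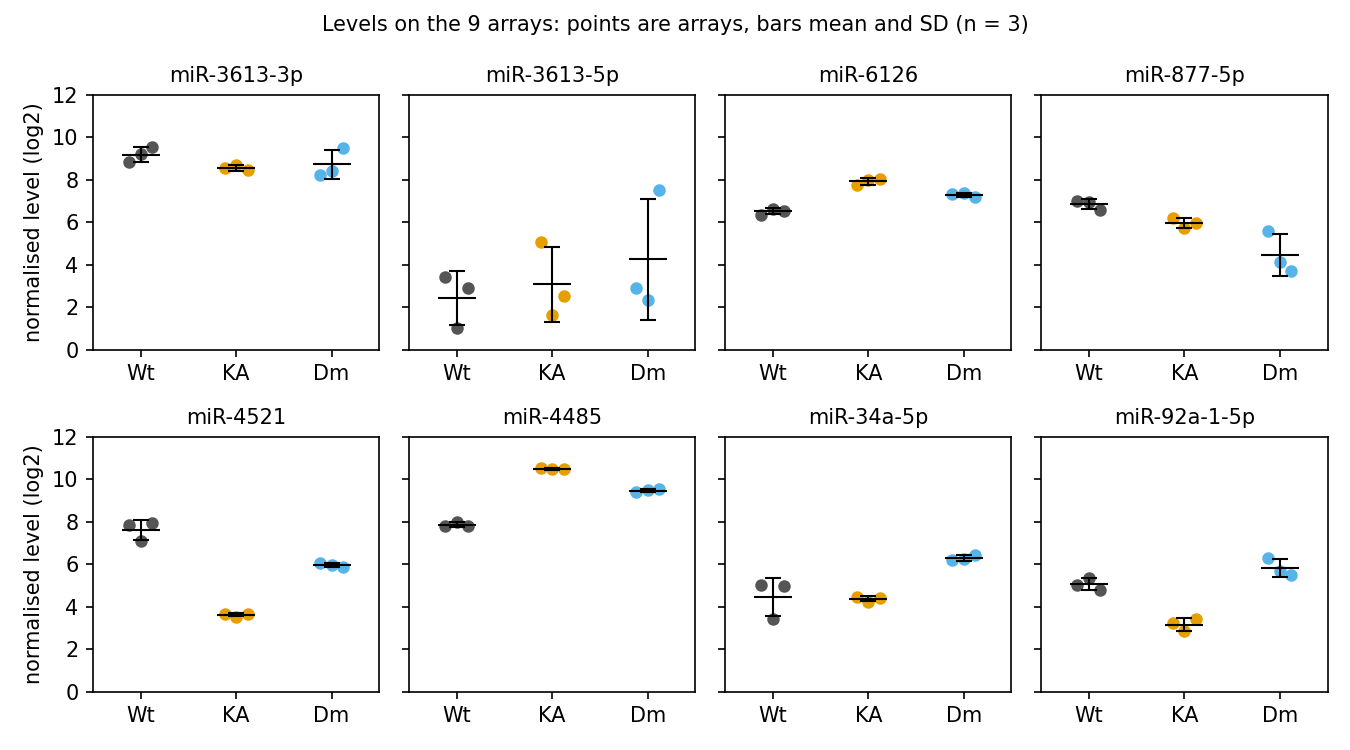
Level of named miRNAs on each array in log2 units, with the group mean and SD for Wt, KA and Dm (n = 3). The KA and Dm arrays of miR-6126 all lie above those of Wt, while for miR-3613-3p the KA arrays lie below those of Wt and the Dm arrays overlap them.

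The comparison of KA with Wt asks how the miRNAs differ between cell lines when a single lysine of AGO2 is replaced. Replacing it went with wide and 2-sided differences: mostly dim miRNAs led the rises, and members of the imprinted 14q32 cluster were prominent among the falls. The most abundant miRNAs were not among them. In the limma fit 322 of 923 miRNAs passed (34.9%), of which 169 rose and 153 fell, and 408 had an unadjusted p under 0.05. The median rise was 1.05 and the median fall -1.05. Among the rises 40 were not called detected in Wt, and among the falls 19 were not called detected in KA. At the nominal threshold there were 375, 208 up and 167 down, and by a fold over 1.5 alone 459, 254 up and 205 down. Without Wt replicate 1 the count was 190, without KA replicate 3 it was 198 and without KA replicate 1 it was 212.

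Among the rises in KA, miR-4485, whose sequence lies within mitochondrial ribosomal RNA, went from 7.88 ± 0.12 to 10.51 ± 0.04 log2 units (SD, n = 3). That is 6.2-fold (SE 0.15, limma adjusted p = 1.77e-05). The largest fitted rise was miR-3131, at least 6.7-fold (adjusted p = 0.000142), as it was not called detected in Wt. The H19 product miR-675-5p was at least 4.17-fold higher (adjusted p = 0.00479), and H19 is itself an imprinted fetal transcript. Also not called detected in Wt, miR-6889-5p, miR-4417, miR-5093, miR-297 and miR-6851-5p were at least 4.5-fold, 4.35-fold, 3.99-fold, 3.61-fold and 3.45-fold higher. With both groups detected, miR-1246 rose by 1.94 log2 units and miR-4793-3p by 1.81. Part of the U2 small nuclear RNA shares the sequence of miR-1246, whose call was lost without Wt replicate 1 (adjusted p = 0.0536) or KA replicate 2 (0.0502), and by the methods' t-test (0.103, the highest over the alternatives). The call of miR-4793-3p was lost without Wt replicate 1 (0.0697), Wt replicate 3 (0.0599), KA replicate 1 (0.0682) or KA replicate 3 (0.0603) and under quantile normalization (0.0566), and by the methods' t-test (0.11, the highest over the alternatives). In 7 of these 10 miRNAs Wt was not called detected, so their fitted differences were taken against background and move with the arrays used, that of miR-5093 from 2.00 to 1.71 without KA replicate 1.

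The deepest fall in KA was that of miR-4521, from 7.64 ± 0.47 to 3.63 ± 0.07 log2 units (SD, n = 3), or 16.1-fold (SE 0.24, limma adjusted p = 1.77e-05). In Dm it stood between them at 5.99 ± 0.10. From the 14q32 cluster came miR-487a-3p at -2.71, miR-432-5p at -2.55 and miR-409-5p at -2.49, with miR-431-5p at least 6.79-fold lower and miR-485-3p at least 5.48-fold lower. Outside the cluster were miR-3617-5p at -2.65, miR-222-5p at -2.31, the intron-derived miR-1229-3p, at least 5.54-fold lower, and miR-503-3p, at least 4.43-fold lower. In 4 of these 10 KA was not called detected. By the methods' t-test the calls of miR-409-5p (adjusted p = 0.0887) and miR-503-3p (0.0614) were lost, the highest values over their alternatives. The KA arrays of each of these 10 rises and 10 falls lay apart from the Wt arrays, which follows largely from choosing the largest called differences. The 10 brightest miRNAs in Wt, among them miR-24-3p, miR-23b-3p, miR-31-5p, let-7b-5p and miR-320a, differed by -0.12 to 0.20 and none passed in limma, or had an unadjusted p under 0.05 (0 of 10).

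Among fixed groups of miRNAs, those that moved in KA moved down, and the imprinted 14q32 cluster in the DLK1-DIO3 region was the clearest. Of its 32 tested members 14 fell and 0 rose, and 31 were below 0, with a median of -0.71 and camera's adjusted p = 2.31e-06. With an estimated correlation the adjusted p = 0.163. The size of the median depended on the dim members: it was -0.21 over all members without the detection filter, -0.19 with damped values and -1.52 over members detected in all 3 groups. The median was -1.12 without Wt replicate 2 and -0.48 without Wt replicate 3. Adjusted over the list alone, the same number, 14, were called. The members with the smallest p included miR-433-3p (-2.01) and miR-487b-3p (-1.93). Camera sets a list against the other tested miRNAs, and in KA these parted by the number in their name. The 361 numbered under 1000 had a median of -0.42 and the 375 numbered 4000 or above 0.56. The called lists described next had medians near the first of these, so their calls do not set those families apart from that split.

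Some members of the miR-17~92 cluster and its paralogs, the MYC-driven growth miRNAs, were lower in KA as well. Each strand counts as a member, and 10 had no call. Of 18 tested members 8 fell and 0 rose (8 adjusted over the list alone), with a median of -0.48 (adjusted p = 0.000912, and adjusted p = 0.479 with an estimated correlation). They were miR-92a-1-5p at -1.90, miR-18a-3p at -1.35, miR-93-3p at -1.22, miR-18a-5p at -1.13, miR-18b-5p at -1.11, miR-25-5p at -0.87, miR-106b-3p at -0.73 and miR-93-5p at -0.54. The family of miR-10, miR-99, miR-100 and miR-125, some of which share clusters with let-7, had a median of -0.42 over 12 members (adjusted p = 0.0385, with an estimated correlation adjusted p = 0.479). Of these 2 fell, miR-125b-1-3p (-1.41) and miR-99b-3p (-1.32), the same number as when adjusted over the list alone. That list call was lost under median-centring (adjusted p = 0.0623), with detection required in all 3 groups (0.0509) and without Wt replicate 1 (0.0514), Wt replicate 3 (0.0646) or KA replicate 1 (0.0553), within 0.00271 to 0.479 over the alternatives. In the same family miR-99b-5p (-0.43, adjusted p = 0.0963) did not pass, nor did miR-99a-5p (-0.55, adjusted p = 0.0996). Of 20 alternatives 4 called miR-99b-5p, namely trended and robust moderation (0.011), quantile normalization (0.0239), damped values (0.0264) and array weights (0.0411), within 0.011 to 0.248. For miR-99a-5p 3 did, namely array weights (0.0176), leaving out Wt replicate 2 (0.0295) and trended and robust moderation (0.0444), within 0.0176 to 0.26.

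OncomiRs reported in lung tumours had a median of -0.54 over 13 members in KA (camera adjusted p = 0.0463, with an estimated correlation adjusted p = 0.479). The 4 that fell, also 4 when adjusted over the list alone, were miR-183-3p (-1.26), miR-183-5p (-0.80), the hypoxia-induced miR-210-3p (-0.90) and miR-21-3p (-0.99). This list call was lost in 9 of 22 alternatives, among them without Wt replicate 1 (adjusted p = 0.0514), Wt replicate 3 (0.219), KA replicate 1 (0.0779), KA replicate 3 (0.0895) or Dm replicate 3 (0.052), within 0.00927 to 0.479. The fall of miR-21-3p lost its call without Wt replicate 1 (0.0503) and by the methods' t-test (0.0536, the highest over its alternatives), and that of miR-183-5p under median-centring (0.0659). The other strand, miR-21-5p, did not pass (0.99, adjusted p = 0.112), though it did in 2 of 20 alternatives, without Wt replicate 3 (1.51, adjusted p = 0.0141) and with array weights (1.07, 0.0298), within 0.0141 to 0.29. The erythroid miR-486-5p, whose maturation uses AGO2, fell by 0.90 log2 units (SE 0.21, adjusted p = 0.012). The other AGO2-cleaved miRNA, miR-451a, lay near background at 0.62 in Wt, 0.34 in KA and 0.22 in Dm and did not pass. The list of AGO2-dependent miRNAs had no call in KA (adjusted p = 0.502), in Dm (0.609) or between them (0.0667), nor had the mirtrons against Wt (0.502 in KA and 0.744 in Dm). Lists of blood, neuron, endothelium and pluripotent-cell miRNAs had 2, 2, 1 and 1 tested members and those of muscle, liver and stroma 0. None of these was called in limma in either mutant, though 1 neuronal member was in Dm when adjusted over the list alone.

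The comparison of Dm with Wt asks the same question of a larger change. By the paper, the deleted stretch of AGO2 is longer than the caveolin-binding motif, so more than the protein contact differs. In Dm the differences were mostly falls, reaching deep into moderately abundant miRNAs, and the few rises included the p53-induced miR-34a-5p and the NF-κB-induced miR-146a-5p. The balance of rises and falls depended on how the arrays were scaled. In limma 165 of 923 miRNAs passed (17.9%), of which 22 rose and 143 fell, so that 13.3% of calls were rises. Median-centring called 298 with 228 rises and 70 falls (76.5% rises), and quantile normalization 238 with 118 rises and 120 falls (49.6%). Centring on small nucleolar RNAs called 159 with 23 rises (14.5%). Of the 165, 92 were also called after median-centring and 131 after quantile normalization. Without Wt replicate 1 the count was 108. At an unadjusted p under 0.05 there were 289, at the nominal threshold 233, 46 up and 187 down, and by a fold over 1.5 alone 298, 63 up and 235 down. The median rise was 0.77 and the median fall -1.41, and 32 of the falls were not called detected in Dm.

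The largest rise in Dm was miR-27a-5p, the minor strand of the miR-23a/27a/24-2 cluster, from 5.48 ± 0.36 to 7.35 ± 0.23 log2 units (SD, n = 3), with SE 0.22 and limma adjusted p = 0.000407. Then came miR-34a-5p at 1.82 (SE 0.38, adjusted p = 0.0113), miR-6785-5p at 1.62, miR-4485 at 1.60, miR-4417 at least 2.57-fold, miR-146a-5p at 1.16 (adjusted p = 0.00726) and miR-663a at 1.00. Last were miR-424-3p at 0.98, miR-708-5p at 0.96 and miR-1469 at 0.86. Of these, miR-708-5p lost its call without Wt replicate 3 (adjusted p = 0.052) or Dm replicate 1 (0.0564), and miR-1469 without Wt replicate 1 (0.0531) or Wt replicate 3 (0.0565). With only the 6 arrays compared, miR-708-5p (0.0638) and miR-1469 (0.0562) lost their calls as well. The call of miR-4417 was lost without Wt replicate 3 (0.0505) and with damped values (0.0772). The methods' t-test, which shares no variance between miRNAs, ended 6 of the 10 calls: those of miR-34a-5p (adjusted p = 0.133), miR-708-5p (0.127), miR-4417 (0.112), miR-1469 (0.0863), miR-146a-5p (0.0783) and miR-663a (0.0563), each the highest over the alternatives. The deepest falls were the mirtron miR-1226-3p, a Drosha-independent intron product fitted at -4.32 but not called detected in Dm, so that its size there rests on background, and the 14q32 miRNA miR-432-5p, which fell 19.9-fold (SE 0.31, adjusted p = 4.5e-05). Also from an intron, miR-1229-3p was at least 14.5-fold lower, and miR-7706 at least 13.2-fold. With both groups detected, miR-3200-3p differed by -4.14, miR-1287-5p by -3.23 and miR-505-3p by -3.03. Not called detected in Dm, miR-6511a-3p, miR-3617-5p and miR-487a-3p were at least 9.4-fold, 9.11-fold and 8.9-fold lower. In 6 of these 10 Dm was not called detected.

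Only 1 list passed in Dm, the 14q32 cluster, with 14 of 32 members falling, 0 rising and 29 below 0 (14 adjusted over the list alone). The median was -0.97 (camera adjusted p = 6.39e-06, and adjusted p = 0.192 with an estimated correlation), and -0.61 without Wt replicate 3. It was -0.18 without the detection filter, -0.24 with damped values and -2.12 over members detected in all 3 groups. Its median stayed below 0 under each scaling, at -0.37 with median-centring, -0.68 with quantile normalization and -0.94 with centring on small nucleolar RNAs. The members with the smallest p included miR-382-5p (-2.95) besides miR-432-5p and miR-433-3p. As a count, 1 list is no more than regrouped Dm and Wt arrays gave, where up to 2 passed. Elsewhere miR-301a-3p fell by 2.99 log2 units, miR-148b-3p by 1.70 and miR-183-5p by 1.51, all chosen after their values were seen. Most family medians in Dm, such as those of let-7, miR-15/16, miR-29, miR-221 with miR-222, and the lung oncomiRs, were below 0 as deposited and above 0 after median-centring. The 10 brightest miRNAs in Wt differed by -0.49 to 0.17, with 0 passing in limma and 5 at an unadjusted p under 0.05. After median-centring they differed by 0.10 to 0.77 with 0 passing, and after quantile normalization 1 passed. Without a call in Dm, miR-486-5p differed by 0.14 (adjusted p = 0.705, from 0.043 to 0.979 over the alternatives), though median-centring gave 0.74 and a call (0.043), and miR-21-5p by -0.21 (adjusted p = 0.804).

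**Figure D2:**
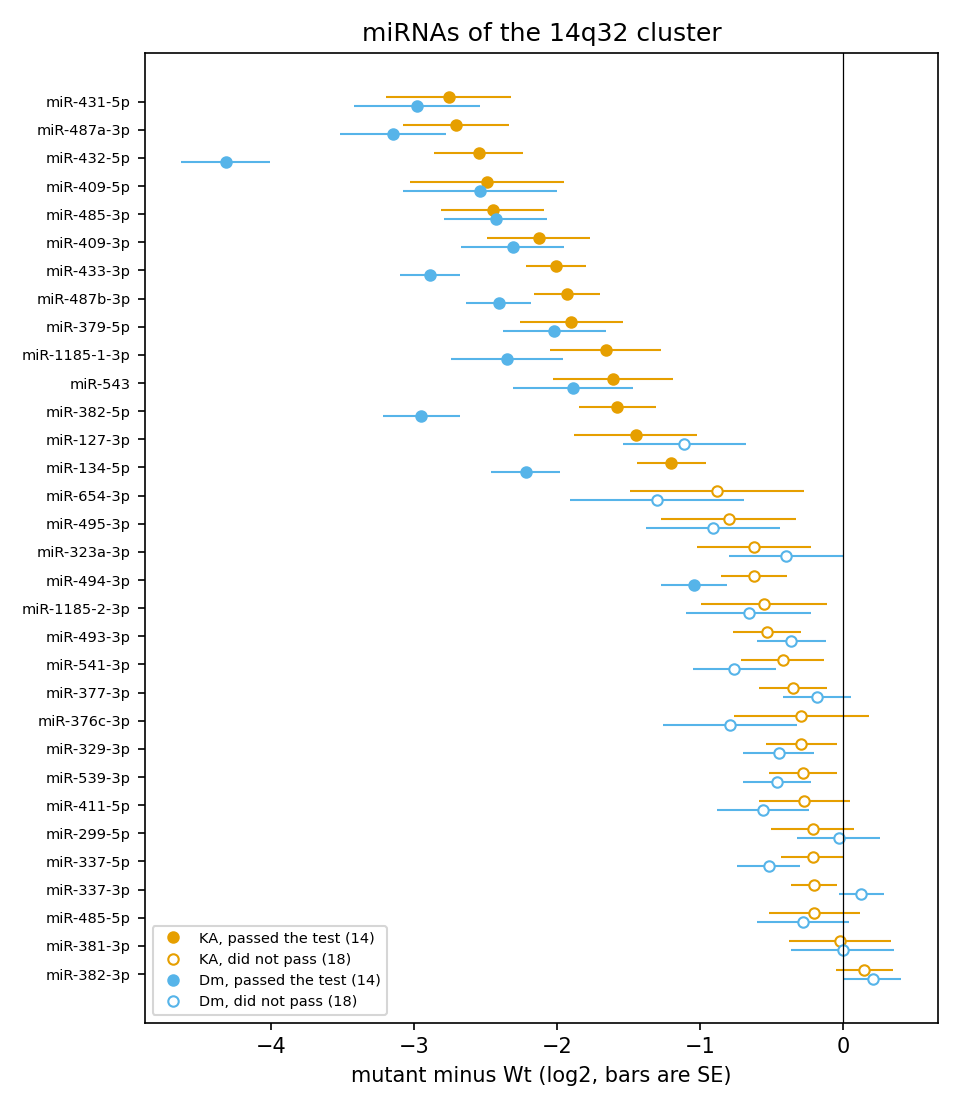
Log2 difference from Wt of each tested member of the 14q32 cluster in KA and in Dm. In both mutants 14 of 32 members fell and 0 rose, and the medians of -0.71 and -0.97 stayed below 0 under each scaling.

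What the mutants share was largely downward. The miRNAs that went down in both included some 14q32 members, such as miR-432-5p and miR-433-3p, and miR-1229-3p, miR-3617-5p and miR-222-5p. Those that went up included miR-4485, miR-6126, miR-27a-5p and miR-663a. In the limma fit 119 miRNAs were called the same way, 16 rising and 103 falling, where lists drawn independently would share 4.03 and 23.7. Unchanged groups simulated with a shared control had 0.01 of each in common (at most 1). Such groups hold almost no calls, so that low overlap was built in and is no measure for real lists. Without Wt replicate 1 the count was 69. Under median-centring it was 185 with 124 rises, under quantile normalization 177 with 81 rises. Across miRNAs, which are not independent replicates, the log2 differences of KA and Dm correlated at 0.70, against 0.49 in simulation (at most 0.60). Their covariance was 0.479 against 0.0546 simulated, a difference of 0.424. The same sign was seen in 72.3%, against 66.4% simulated. The simulation drew each miRNA independently, so its ranges may be too narrow. Part of the excess over independently drawn lists may come from the shared controls, since 3 Wt arrays cannot be split with enough in each part.

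**Figure D3:**
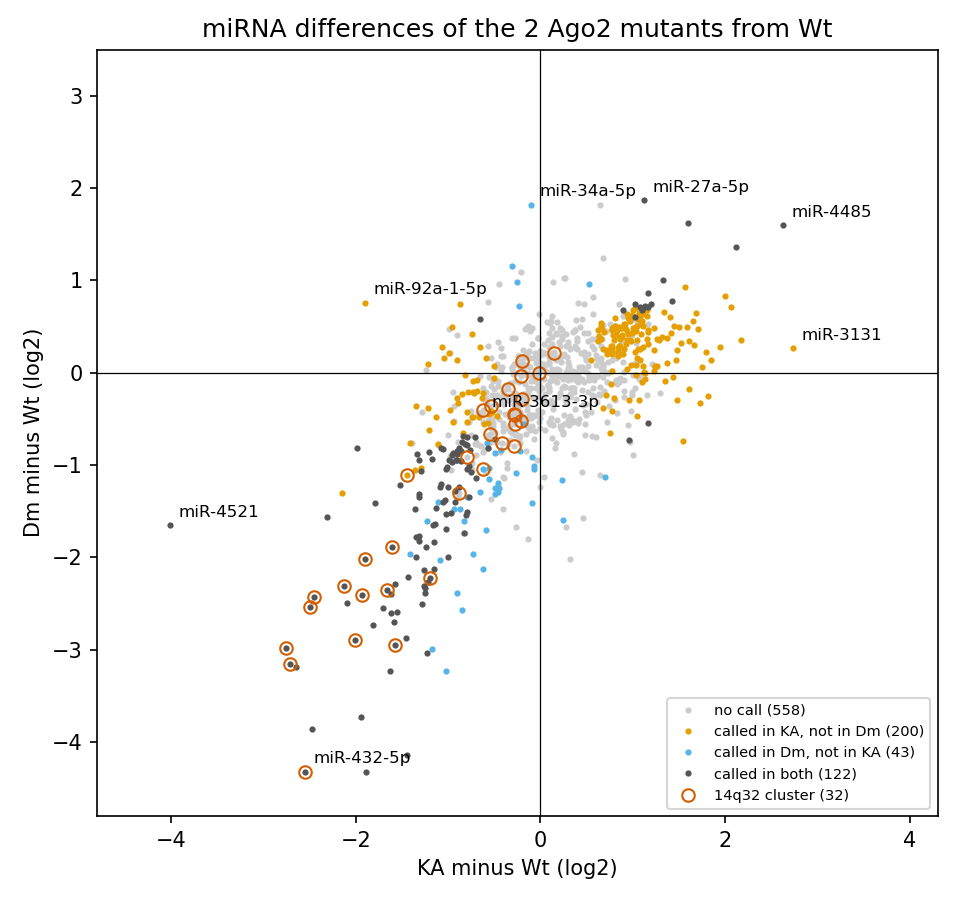
Log2 difference from Wt of each tested miRNA in KA (horizontal axis) and in Dm (vertical axis), with points coloured by the calls in each mutant. Called the same way were 119 miRNAs, 103 of them falling, though under median-centring 124 of 185 rose.

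The direct comparison of Dm with KA asks where a deleted motif and a single substitution part ways. Dm carried more of miR-92a-1-5p, miR-25-5p and miR-34a-5p, and less of miR-3200-3p and of some mirtrons. In limma 105 of 923 differed, 26 higher and 79 lower in Dm (24.8% higher), with 285 at an unadjusted p under 0.05. The split turned to 81 higher and 17 lower under median-centring (82.7%) and to 53 and 42 under quantile normalization (55.8%). Without KA replicate 3 the count was 36, without Dm replicate 3 it was 51, without KA replicate 1 it was 52 and without Dm replicate 1 it was 178. Of the KA rises, 151 had no call in Dm against Wt, but only 38 of all KA rises were lower in Dm than in KA when tested directly.

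Higher in Dm than in KA were miR-92a-1-5p by 2.65 (SE 0.27, limma adjusted p = 0.000987), miR-4521 by 2.36, miR-34a-5p by 1.92 (adjusted p = 0.0152), miR-25-5p by 1.62 and miR-146a-5p by 1.47. The call of miR-34a-5p was lost without KA replicate 3 (0.0588, its highest value over the alternatives) or Dm replicate 3 (0.051). With both mutants detected, miR-3200-3p was lower by -2.69 and miR-3138 by -2.28. Not called detected in Dm, miR-3131, miR-1226-3p and miR-6511a-3p were at least 5.54-fold, 5.39-fold and 4.65-fold lower. The methods' t-test ended the calls of miR-25-5p (adjusted p = 0.0656), miR-3200-3p (0.0881), miR-1226-3p (0.0626), miR-3138 (0.0672) and miR-6511a-3p (0.102). Damped values left miR-1226-3p at -0.63 (0.134, its highest over the alternatives). The miR-17~92 group had 5 of 18 members higher (6 adjusted over the list alone) and a median of 0.38 (camera adjusted p = 5.93e-10, with an estimated correlation adjusted p = 0.266), above 0 under each scaling. Of its members miR-18a-3p (0.99) lost the call without KA replicate 2 (0.0503) or KA replicate 3 (0.0709) and by the methods' t-test (0.0712). The mirtrons had 3 of 10 lower (6 adjusted over the list alone) and a median of -0.87 (adjusted p = 0.015, with an estimated correlation adjusted p = 0.614), which shrank to -0.30 under median-centring, -0.48 under quantile normalization, -0.44 with damped values and -0.32 without the detection filter. With detection required in all 3 groups the adjusted p was 0.0826. Besides miR-1226-3p they were miR-1229-3p, for which neither mutant was called detected, so that no fold is given, and miR-1228-5p (adjusted p = 0.0117). Of these, miR-1229-3p lost its call by the methods' t-test (0.113) and without KA replicate 1 (0.0588), KA replicate 3 (0.0688) or Dm replicate 3 (0.051), miR-1228-5p without KA replicate 3 (0.0532), and both under median-centring (0.12 and 0.294, the highest values over their alternatives). Quantile normalization ended the call of miR-1229-3p as well (0.072). In miR-486-5p the mutants differed by 1.04 (adjusted p = 0.0154), a call lost without KA replicate 3 (0.075) and by the methods' t-test (0.0841).

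Each hairpin can give a 5p and a 3p strand, and AGO2 keeps one of them, so the ratio of the strands within an array shows differences that a shift of the whole array cannot move. Both mutants shifted the ratio in some hairpins, and miR-1915, miR-937 and miR-382 were among the leading 5 in each. In limma 19 of 100 hairpins passed in KA, 5 toward 3p and 14 toward 5p, with 34 at an unadjusted p under 0.05. In Dm 26 passed, 11 toward 3p and 15 toward 5p, with 38 at an unadjusted p under 0.05, and 17 passed without Dm replicate 3. The largest shift in KA was miR-1915, whose 3p minus 5p difference rose by 3.06 (SE 0.27, adjusted p = 0.00021), with 3p at 0.98 and 5p at -2.09. For miR-149 the ratio moved by 1.89, for miR-382 by 1.73, for miR-197 by -1.76 and for miR-937 by -2.27. In Dm miR-382 moved by 3.17 (SE 0.24, adjusted p = 6.06e-05) through its 5p strand at -2.95, and miR-1915 by 3.10, miR-937 by -2.77, miR-328 by -2.47 and miR-3620 by -2.95. An arm of miR-1915, miR-382, miR-937 and miR-3620 lacked the detection call in some group, so the size of those shifts is uncertain. The arms of 1 hairpin were called in opposite directions in 6 hairpins in KA and 0 in Dm, and in the same direction in 18 and 16.

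Hairpin precursors lie upstream of AGO2 loading, and small nucleolar RNAs are not AGO2 cargo as a class. Both showed far fewer calls than mature miRNAs, but the classes were not compared at equal signal. The median over all small nucleolar RNA probe sets, tested or not, ran from 0.44 log2 units in KA replicate 1 to 0.55 in Dm replicate 1. That is near background, so low signal may leave fewer calls, and the contrast does not show an effect of AGO2. Of 303 hairpin probe sets 17 passed in KA in limma, 8 up and 9 down, with 66 at an unadjusted p under 0.05. The falls included the precursors of miR-500b (-1.22 in the probe set detected in both groups), miR-4521 (-1.07), miR-501 (-1.01) and miR-99b (-1.01), each with at least 1 mature strand that fell (of miR-99b the 3p strand, while its 5p strand did not pass), and the rises those of miR-6800 and miR-3656, all chosen after their values were seen. Without Wt replicate 2 the count was 28. It was 4 without Wt replicate 3, 5 without KA replicate 3, 6 without KA replicate 1, 10 without KA replicate 2 and 11 without Wt replicate 1. In Dm 14 passed, all down, with 66 at an unadjusted p under 0.05, while median-centring called 25, all up. That count was 27 without Wt replicate 2, 2 without Wt replicate 3 and 4 without Dm replicate 2. Of 581 small nucleolar RNA probe sets 2 passed in KA, both of 1 RNA not called detected in Wt, at 1.60 and 1.13, with 54 at an unadjusted p under 0.05 and 0 passing without KA replicate 3. In Dm 0 passed in limma, with 30 at an unadjusted p under 0.05, 0 by the methods' t-test, and 4 without Wt replicate 2.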

Values the study reported

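The paper describes 10 miRNAs shared upward and 9 shared downward across A549 cells treated with an AGO2-derived peptide that blocks caveolin-1 binding and both AGO2 mutants, at a fold over 1.5, with miR-6126 and miR-3613-3p among them. It also gives a 46% decrease of caveolin-1 binding for the alanine form and a 37% increase for the arginine form. The peptide-treated arrays were not analysed here, so those counts have no counterpart in the comparisons. By quantitative PCR, another measure, the paper also reports less miR-3613-3p in cells with the alanine form and in peptide-treated cells. It reports the same where induced loss of wild-type AGO2 left only the deletion form. Those measurements were not analysed here.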

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

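The tests on the 14q32 cluster, the checks of opposite directions against Wt, and the test of more rises in KA among miRNAs detected in every group, were chosen after the result was seen. Attention went first to miRNAs on which the mutants differ from each other, tested directly by Dm minus KA. There were 105 such miRNAs. With the values as deposited, miR-27b-5p (Dm minus KA 1.22), miR-3622a-5p (-1.69) and miR-6787-5p (-1.71) were also called in opposite directions against Wt, but opposite directions are not established. Leaving out 1 array ended the Dm call of miR-27b-5p in 9 of 9 cases (adjusted p 0.0506 to 0.135), that of miR-6787-5p in 8 of 9 (all but without Wt replicate 2, 0.037 to 0.125) and that of miR-3622a-5p in 8 of 9 (all but without Dm replicate 3, 0.0208 to 0.108). Neither Wt nor Dm was called detected for miR-3622a-5p, and median-centring turned the Dm difference of miR-6787-5p to 0.06. The largest differences were miR-92a-1-5p (2.65), miR-4521 (2.36), miR-34a-5p (1.92), miR-25-5p (1.62) and miR-146a-5p (1.47) above, and miR-3200-3p (-2.69), miR-3131 (-2.47), miR-1226-3p (-2.43), miR-3138 (-2.28) and miR-6511a-3p (-2.22) below. Of these, miR-3131, miR-1226-3p and miR-6511a-3p were not called detected in Dm, so their values are fitted against background, and damped values left miR-1226-3p at -0.63 (adjusted p = 0.134, its highest over the alternatives). The methods' t-test ended the calls of miR-25-5p, miR-3200-3p, miR-1226-3p, miR-3138 and miR-6511a-3p, with adjusted p from 0.0626 to 0.102. Without KA replicate 3 the count of 105 was 36, without KA replicate 1 it was 52, without Dm replicate 3 it was 51 and without Dm replicate 1 it was 178, and miR-34a-5p was lost without KA replicate 3 (adjusted p = 0.0588) or Dm replicate 3 (0.051). Among lists, miR-17~92 (adjusted p = 5.93e-10) and the mirtrons (adjusted p = 0.015) differed between the mutants, neither of them with an estimated correlation (0.266 and 0.614).

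The first pattern weighed is the lower 14q32 cluster in both mutants. Scaling of the arrays cannot account for it in KA, since the highest median of the members over 3 scalings was -0.64, nor for the members that fell in Dm, of which at least 13 fell under each scaling. It can account for part of the size in Dm, where the median was -0.37 under median-centring. Signal near background is argued against only for the 8 members above 3 log2 units in mean level, whose medians were -1.74 in KA and -2.26 in Dm. For the other 24 members, with medians of -0.48 and -0.61 and 7 of the falls in each mutant, it stays open. For scale, all tested miRNAs with a name number under 1000 had medians of -0.42 in KA and -0.43 in Dm. Lower output of the whole locus may be the cause but cannot be told apart from an effect on the miRNAs alone. The brightest small nucleolar RNA probe set of the locus reached only 1.89. An effect of each AGO2 form also stays open and untested, as does a difference of the Wt cell line from the others.

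The next pattern is that KA had more rises than Dm, 169 against 22. Scaling may be the source: under median-centring the ratio of rises was 0.759, with more rises in Dm than in KA, while it was 1.72 under quantile normalization and 8.13 with centring on small nucleolar RNAs. Signal near background is argued against by a ratio of 3.82 (130 rises against 34) in a separate fit of the 627 miRNAs detected in all 3 groups. That fit adjusts over fewer miRNAs, so it can call rises that the main fit does not. A larger spread of the Dm arrays is argued against by the ratio of 4.03 among miRNAs over 1.5-fold higher with no p (254 against 63). A real difference between the AGO2 forms, or between the cell lines that carry them, stays open and untested.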

How the results depend on the processing

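Tests named here were planned, and none was chosen after the result was seen. Of 306 counts under alternatives, 233 stayed within 1.5 times and 73 moved. All 20 correlations stayed, but some had to, since a constant shift per array or a change of the test alone cannot move them. Of 154 list results 133 kept their side of the threshold and 21 weakened. Of 1810 results on named miRNAs 1708 stayed, 13 moved, 68 weakened and 21 strengthened, and none of the called values reversed. Below, counts are of calls, and where no construction is named the cause was not tested.

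A fold over 2 at an unadjusted p under 0.05 left 194 in KA and 137 in Dm, being stricter. Camera with an estimated correlation called 0 lists in KA, 0 in Dm and 0 in Dm minus KA, and fry, which asks a different question, 7, 7 and 5. Without the detection filter, 4 lists passed in Dm, arm ratios came to 80 in KA and 49 in Dm with more pairs tested, and hairpins in KA to 10. With detection in all 3 groups, which tests fewer, there were 2 lists in KA, 1 in Dm minus KA, 12 and 17 arm ratios, and 0 small nucleolar RNAs in KA. Median-centring gave 298 miRNAs in Dm, 402 at the nominal threshold, 185 called the same way, 2 lists in KA, 9 hairpins in KA and 25 in Dm, and 1 small nucleolar RNA in KA. Trended and robust moderation called 2 lists in Dm. Array weights called 355 in Dm minus KA (48 higher), 6 lists there, 42 and 31 hairpins, and 19 and 1 small nucleolar RNAs. With the 6 arrays compared, 5 hairpins passed in Dm. The replicate numbers do not pair the arrays: same-number correlations were -0.14 to 0.17 and 4 of 9 arrays matched their own number best. A replicate block gave 307, 153 and 100 miRNAs and moved hairpins in Dm to 22. The methods' t-test with Benjamini-Hochberg, which moderates no variance, called 81 in Dm, 41 in Dm minus KA, 64 the same way, 17 arm ratios in Dm, 4 and 1 hairpins, and 0 small nucleolar RNAs in KA. Damped values, which shrink dim differences, gave 227 and 140 at the nominal threshold, 2 lists in Dm and 4 in Dm minus KA, 38 and 41 arm ratios, and 0 small nucleolar RNAs in KA.

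Leaving out 1 array at a time gave 190 to 357 miRNAs in KA, 108 to 179 in Dm and 36 to 178 in Dm minus KA, and 331 to 386 and 218 to 276 at the nominal threshold. The same-way count was 69 to 127 and the correlation 0.66 to 0.73. Lists were 2 to 4 in KA, 1 to 1 in Dm and 2 to 6 in Dm minus KA, and arm ratios 15 to 24 and 17 to 29. Hairpins were 4 to 28 and 2 to 27, and small nucleolar RNAs 0 to 2 and 0 to 4. The lowest counts came without Wt replicate 1 (190 in KA, 108 in Dm, 69 the same way), without KA replicate 3 (36 in Dm minus KA) and, for hairpins, without Wt replicate 3 (4 and 2). The highest came without Dm replicate 1 (178 in Dm minus KA) and, for hairpins, without Wt replicate 2 (28 and 27). Lists in KA fell to 2 without Wt replicate 1, Wt replicate 3 or KA replicate 1.

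The other deposited table held identical values, so it tests nothing. Sequence groups were not run. Signal over background limits the dim miRNAs: detected values reached down to between -0.24 and 0.36 log2 units per array, and 40 of 169 rises in KA start from a group without the detection call.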

Other observations

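The X-chromosome cluster, the classes by name number, their left-out arrays and the make-up of the splits were examined only after the values were seen, while the minor-strand tests and the splits of the arrays were written before. The hairpin genes of miR-532, miR-188, miR-500a, miR-362, miR-500b, miR-501, miR-660 and miR-502, 8 neighbours on chromosome X in the reference, gave 14 tested miRNAs of which 11 fell in KA and 11 in Dm. The median was -0.91 in each mutant and 0 rose. The differences ran from -1.58 to -0.21 in KA and from -2.29 to 0.06 in Dm, with miR-501-5p lowest in each (-1.58 and -2.29). Median-centring left 2 falling in Dm with a median of -0.31, and quantile normalization left 9. Without Wt replicate 1 there were 6 in KA and 5 in Dm, without Wt replicate 3 there were 7 in Dm, without Dm replicate 2 or Dm replicate 3 there were 6 in Dm.

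Early-numbered and late-numbered miRNAs parted in KA. Of 361 tested miRNAs with a name number under 1000, 16 rose and 113 fell in KA (median -0.42), and 8 rose and 90 fell in Dm (median -0.43). Of 375 numbered 4000 or above, 123 rose and 9 fell in KA (median 0.56), and 10 rose and 17 fell in Dm (median 0.02), with 43 lower and 1 higher in Dm minus KA. In KA the medians kept their signs under each scaling, while in Dm median-centring turned the early median to 0.16 and raised the late one to 0.62, and in Dm minus KA it turned the late one to 0.10. The Dm counts moved with the scaling as well: median-centring gave 56 early rises and 44 early falls, and 131 late rises and 7 late falls, and quantile normalization 28 and 81, and 66 and 10. In Dm minus KA median-centring left 10 late miRNAs higher and 9 lower, and quantile normalization 4 and 20. Without Wt replicate 1 the KA counts were 65 falls among the early and 71 rises among the late, without KA replicate 1 there were 10 early rises and 63 late rises, without KA replicate 2 there were 74 early falls, and without KA replicate 3 there were 62 late rises.

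A hypothesis was that KA loses the minor strand of a hairpin more than the major one. Over 84 pairs the minor strand had a median of -0.65 and the major of -0.51 in KA, a gap of -0.14, which is small beside the medians and in line with both strands falling alike. Per array the mean minor-minus-major value was -4.46 ± 0.13 in Wt, -4.71 ± 0.06 in KA and -4.50 ± 0.13 in Dm (SD, n = 3; exact permutation p = 0.1 for KA, the smallest possible, and 0.6 for Dm). That dim probe sets fall whatever the strand is argued against only outside these pairs, where miRNAs matched for level had a median of 0.15. Minor strands lay -0.80 below them, but the compared sets can differ in more than the strand, name number included. The gap therefore cannot be laid to the strand.

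Other splits of the arrays were fitted alike. The 10 splits of 6 arrays are too few for a share under 0.05, so only the real value and the highest other are given, with the number of splits as large in brackets. For miRNAs they were 322 and 1 in KA (1 of 10), 165 and 0 in Dm (1 of 10) and 105 and 0 in Dm minus KA (1 of 10). At the nominal threshold they were 375 and 46 (1 of 10), and 233 and 80 (1 of 10). Lists had 4 and 6 in KA (3 of 10), 1 and 2 in Dm (7 of 10), and 2 and 8 in Dm minus KA (4 of 10). The number of lists called was thus no larger than regrouped arrays gave, and it does not set the real groups apart. Arm ratios had 19 and 0 in KA (1 of 10) and 26 and 3 in Dm (1 of 10), hairpins 17 and 0 in KA (1 of 10) and 14 and 0 in Dm (1 of 10), and small nucleolar RNAs 2 and 0 in KA (1 of 10) and 0 and 0 in Dm (10 of 10). Of 100 splits of all 9 arrays, the real one included, 1 gave as many same-way calls. That was the real one, with 119 against a highest other of 97. Splits that mixed Wt with mutant arrays mostly gave 0 calls to share, so this count does not exclude chance for the sharing itself. The correlation of 0.70 was reached by 22 of 100 splits, with a highest other of 0.89, so these splits do not exclude chance for it. The 3 highest of the other same-way counts (97, 72 and 52) came from splits that kept the Wt arrays as the control and mixed the mutant arrays, with correlations of 0.85, 0.88 and 0.89, so they hold the real difference from Wt. Unchanged groups simulated with a shared control, each miRNA drawn independently, gave 0.49 on average and at most 0.60 in 100 runs.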
